A study of Mus musculus with 4 samples. Its data were reported in "Dissection of artifactual and confounding glial signatures by single-cell sequencing of mouse and human brain" (2022).

How the data were processed

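Droplet-based single-cell RNA sequencing (10x Genomics 3′ version 2 chemistry) was used on whole brains of 4 male C57BL/6J mice at postnatal day 90, each giving 1 library. All brains were dissociated with enzymes. For 2 animals no inhibitors were present, and for the other 2 inhibitors of transcription were added during perfusion, dissection and digestion, with an inhibitor of translation during dissection and digestion. The labels put all 4 libraries in a single batch. The authors deposited raw counts of unique molecular identifiers (UMIs, tags that mark single RNA molecules) per gene and cell barcode for each library, made with Cell Ranger 3.0.0 on the mouse genome mm10. The deposited barcodes were those that Cell Ranger called as cells, and none held fewer than 500 UMIs. The authors' later cell filtering was not applied to these matrices. A total of 12487 barcodes and 31053 genes were present, of which 71 shared a symbol with another gene. Totals of UMIs per library ran from 5134359 to 7529804. In each library, Xist had 0 UMIs and the Y-linked gene Ddx3y had at least 453, which matches the sex on the labels.

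Cells with fewer than 400 detected genes or more than 20% mitochondrial UMIs were removed, which left 10067. Doublets were scored in each library against 2 simulated doublets per cell with 20 nearest neighbours, and 0.8% of barcodes per 1000 recovered were removed by that score. The number of neighbours was set after a larger one had removed most neural progenitor-like cells of 1 animal. In all, 256 barcodes, or 2.54% of those that passed, were removed as doublets, and 9811 cells with 20579717 UMIs were kept. Counts were scaled to 10000 per cell and log-transformed, and 2000 variable genes, 30 principal components and 15 neighbours were used for Leiden clustering at resolution 1. The genes of the activation lists described next were left out of the clustering, so that class borders did not rest on them. This gave 29 clusters. Each was named by fixed marker genes of 16 cell types: a name needed at least 3 markers with a log2 fold difference of at least 1 against the rest and detection in at least 10% of the cluster's cells. Clusters fell into 14 classes and 0 cells were left unnamed. These 3 naming limits were set with the clusters in view. The names describe marker expression, hence "microglia-like".

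Counts were summed per animal over all kept cells and over each class. Classes with at least 20 kept cells in every animal were tested, which were 9 of the 14. Sums were tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM normalization, robust quasi-likelihood F test, design with the group alone). Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.58. Each SE was taken as the absolute log2 fold change over the square root of F, so it is not a separate estimate of error. The p-value also depends on the degrees of freedom of a gene, so it cannot be read from the SE. Fold changes are values without inhibitors over values with inhibitors, and expression is given as CPM (UMIs of a gene scaled to a common library total after TMM normalization), as means with SD over 2 animals. Differences of effect between microglia-like cells and each other class were tested with edgeR as class-by-group interactions with the animal as a block. Interaction coefficients of genes without a UMI in the other class were treated as not estimable. Gene lists were tested with camera (correlation of 0.01 between genes) and fry in limma 3.58.1, adjusted over classes. A consensus list of 25 activation genes came from sorted microglia of other animals. A second list of 19 genes, taken as the study lists it, was chosen on these same 4 libraries, so its results are not independent evidence, and 10 genes are on both lists. This list is longer by 1 gene than the number stated in the study's text, and the reason is not known. A list of 18 microglial identity genes served as the contrast. Shares of classes were tested with limma on the arcsine square root of each share, since the study's package speckle was not installed and uses this transformation.

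For values per cell, each cell was thinned at random to 1000 UMIs, and shallower cells were left out. Cells above the 99th percentile of the inhibitor-treated cells of their class were counted per animal. Mixing of the groups was measured in each class with equal numbers of cells per animal, 20 principal components and 30 nearest neighbours from other animals. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, leidenalg 0.10.2 and python-igraph 0.11.9 were used for these steps. With 2 animals against 2, the exact two-sided permutation test cannot give a p below 0.333, so it was not used to call any difference. Group values that did not overlap in either animal have a probability of 33.3% by chance.

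Genes were named by a rule. In all cells and microglia-like cells these were the 10 called genes with the largest absolute log2 fold change among those whose values did not overlap between groups, and in the other classes the 3 largest. Fos, Jun, Junb, Egr1, Zfp36, Hspa1a, Dusp1, Atf3, Ccl3, Ccl4, Folr1, 1500015O10Rik and the members of the lists were named in addition. Positions were taken from GENCODE M21 on the same genome build by matching gene identifiers, and 70 of 70 named or marker genes looked up had the same symbol there. The sums of all cells, microglia-like cells and choroid plexus-like cells were also tested on simulated data with 200 changed genes. There edgeR called 85.0%, 92.0% and 83.5% of the changed genes, and 9.09%, 3.16% and 4.02% of its calls were false. DESeq2 called 76.5%, 71.0% and 67.5%, with 4.38%, 0% and 0% of its calls false. The changed genes were drawn from those above a minimum of UMIs and given large changes, with noise from the dispersions that edgeR had fitted. These shares therefore do not measure how many real changes each tool found.

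Alternatives were DESeq2 1.42.0 (the study's tool), size factors of DESeq2's type (RLE) in edgeR, no filter on low counts, the replicate number as a block, a prior count of 2, and equal class makeup. Cells were also taken without doublet removal, from all deposited barcodes, or under a stricter filter of at least 800 genes and at most 10% mitochondrial UMIs. Clustering was repeated at resolution 2 and with the activation lists kept. Other thinning depths (500 UMIs or none), percentiles (95), neighbour numbers (10), lists and transformations (logit with 0.5 cells added) were tried, and each animal was left out in turn. Groups, tests, the thresholds for calling genes, marker genes and these alternatives were fixed before the data were examined. The limits for naming clusters and the neighbour number of the doublet score were not. A further 4 alternatives were added after the data had been seen: leaving out the deepest choroid plexus-like cluster, thinning the choroid plexus-like cells, leaving out a small microglia-like cluster led by Lpl, and crossing the replicate numbers in neuron-like cells. The study's sorted microglia and its human samples were not analysed here.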

Results

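Single-cell transcriptomes were measured from the whole brains of 4 mice, 2 dissociated without inhibitors and 2 dissociated with a cocktail of transcription and translation inhibitors. Such inhibitors stop a cell from making new RNA or protein while they are present. The deposited libraries held 5901973 and 7529804 UMIs without inhibitors and 5134359 and 6276447 with inhibitors, in replicates 1 and 2 of each group. After filtering, 2196 and 2738 cells were kept without inhibitors and 2081 and 2796 with inhibitors. Median UMIs per kept cell were 1646 and 1616.5 without inhibitors and 1683 and 1438 with inhibitors. Median detected genes were 895 and 893.5 without inhibitors, against 921 and 812 with them. Median mitochondrial shares lay between 5.71% and 6.15% in the 4 libraries. Across genes, the chi-square per degree of freedom between libraries was 6.59 for the pair without inhibitors and 5.39 for the pair with inhibitors. Between libraries of different groups it ran from 11.1 to 20.2.

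The kept cells fell into 14 classes. Of the 9 classes tested, microglia-like cells were the most numerous with 3236 cells, followed by astrocyte-like (1942), endothelial-like (1685), oligodendrocyte-like (891), choroid plexus-like (618), mural-like (332), neuron-like (309), ependymal-like (187) and macrophage/monocyte-like cells (164). The shares of classes were compared to ask whether the inhibitors changed which cells were recovered. Microglia-like cells made up 32.2% ± 0.793 (SD, n = 2) of cells without inhibitors and 33.8% ± 0.0962 (n = 2) with inhibitors, a difference that limma did not call (adjusted p 0.702). Astrocyte-like cells were 22.2% ± 1.08 without inhibitors and 17.3% ± 0.576 with inhibitors (n = 2 each, limma adjusted p 0.177). For erythrocyte-like cells the shares were 1.06% ± 0.208 and 0.353% ± 0.159 (n = 2 each, limma adjusted p 0.336). No class passed an adjusted p of 0.05, while at an unadjusted p under 0.05 there were 2 classes, the astrocyte-like (p 0.0127) and erythrocyte-like cells (p 0.0481 in the same limma fit). The stricter cell filter turned the microglia-like difference from -1.58 to 3.87 percentage points, so its sign depended on which cells were kept. Depth per cell differed most in choroid plexus-like cells, whose median UMIs per cell were 2552 ± 245 without and 1629 ± 427 with inhibitors (SD, n = 2 each). In neuron-like cells it was 879 ± 29.0 without and 998 ± 23.0 with inhibitors, in oligodendrocyte-like cells 3060 ± 101 and 2699 ± 355, and in macrophage/monocyte-like cells 1675 ± 184 and 1443 ± 25.1. In the other 5 tested classes the values of the groups overlapped.

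The first comparison asked which genes the cocktail held down when the cells of an animal were pooled. Of 13768 genes tested in sums over all cells (4501554 to 6057473 UMIs per animal), edgeR called 3 higher and 0 lower without inhibitors, and 959 had an unadjusted p under 0.05. Zfp36 had a log2 fold change of 2.08 (SE 0.17, adjusted p 0.011), from 30.7 ± 0.635 CPM with to 130 ± 30.4 CPM without inhibitors (SD, n = 2 each). Junb had a log2 fold change of 2.04 (SE 0.15, adjusted p 0.011) and 340 ± 70.9 against 82.8 ± 6.17 CPM. Socs3 had a log2 fold change of 1.81 (SE 0.19, adjusted p 0.030) and 40.1 ± 1.09 against 11.3 ± 3.53 CPM. On the mm10 genome Zfp36 (ENSMUSG00000044786) lies on chromosome 7 from 28376784 to 28380253, Junb (ENSMUSG00000052837) on chromosome 8 from 84974484 to 84978718, and Socs3 (ENSMUSG00000053113) on chromosome 11 from 117966079 to 117970047. The number of calls depended strongly on the method: without a filter on low counts, 142 genes were called higher and 34 lower. With DESeq2, 39 genes were called higher, among them all 3 of the edgeR calls and 16 of the 19 genes that the study chose on these libraries. Other genes fixed in advance were not called by edgeR. For Fos the log2 fold change was 5.50 (adjusted p 0.0607), for Hspa1a 2.34 (0.0601), for Jun 1.87 (0.132), for Folr1 1.54 (0.132) and for 1500015O10Rik 1.16 (0.365). Hspa1a and Hspa1b are near-identical copies, so the split of their UMIs between the genes is uncertain.

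The second comparison was made in microglia-like cells, the class on which the study's question centred. Of 8738 genes tested (1031040 to 1248140 UMIs per animal), 39 were called higher and 2 lower without inhibitors. Of the 41, 22 belonged to the consensus list or to the list chosen on these libraries. Among the 10 largest changes, Hist1h4d had 0 UMIs in both animals with inhibitors and 15.6 ± 3.49 CPM (SD, n = 2) without, at least 11.5-fold higher (adjusted p 2.86e-05). Hspa1a rose from 4.49 ± 0.491 to 280 ± 75.4 CPM, a log2 fold change of 5.93 (SE 0.27, adjusted p 1.6e-14). Dusp1 rose from 6.98 ± 5.18 to 299 ± 74.7 CPM, a log2 fold change of 5.45 (SE 0.32, adjusted p 1.13e-06). Ier2 had a log2 fold change of 2.99 (SE 0.19, adjusted p 4.67e-17) and Zfp36 of 2.85 (SE 0.14, adjusted p 1.46e-16). The remaining 5 were Hspa1b with 4.70, Hist1h1d with 4.25, Hist1h2ac with 4.17, Hist1h1e with 3.87 and Hist1h2bg with 2.63, the last with an adjusted p of 0.0216. Histone genes of the same family can be similar in sequence as well, so which member of a family a UMI came from may be uncertain. Junb rose from 232 ± 23.5 to 1298 ± 199 CPM, a log2 fold change of 2.48 (SE 0.11, adjusted p 7.72e-24), and Atf3 (2.49) and Socs3 (2.53) were called too. On mm10, Hspa1a (ENSMUSG00000091971) lies on chromosome 17 from 34969190 to 34972156, Dusp1 (ENSMUSG00000024190) on chromosome 17 from 26505590 to 26562128, and Ier2 (ENSMUSG00000053560) on chromosome 8 from 84661331 to 84662852.

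**Figure D1:**
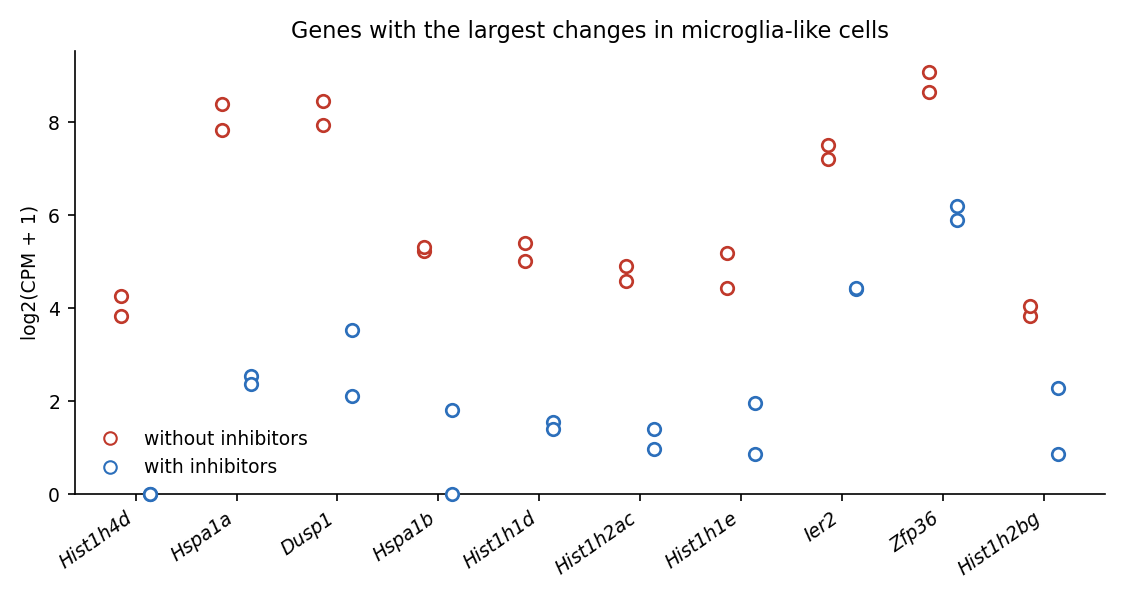
Expression of the 10 called genes with the largest absolute log2 fold change in microglia-like cells, as log2 of CPM plus 1 on the y axis, with 1 point per animal (n = 2 per group). All points without inhibitors lie above those with inhibitors, and Hist1h4d had 0 UMIs in both inhibitor-treated animals.

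Fos rose from 3.18 ± 0.979 to 614 ± 265 CPM in microglia-like cells (SD, n = 2 each), a log2 fold change of 7.56 (SE 0.94) that edgeR did not call at an adjusted p of 0.540. DESeq2 called Fos in microglia-like cells with an adjusted p of 3.13e-34, and over its 8 alternatives the adjusted p of Fos ran from 9.98e-219 to 0.821. Jun had a log2 fold change of 3.70 and an adjusted p of 0.499 (from 1.17e-145 to 0.499 over its alternatives), and Egr1 of 4.65 and 0.796 (from 3.61e-46 to 0.871). DESeq2 called both. Ccl3 had a log2 fold change of 2.65 and an adjusted p of 0.881 (from 0.305 to 0.907), and Ccl4 of 2.57 and 0.890 (from 3.76e-81 with the replicate block, where it was called, to 1 with DESeq2). The genes called lower were H2-Ab1, with a log2 fold change of -2.48 (SE 0.43, adjusted p 2.21e-04), and Lpl with -1.82 (SE 0.33, adjusted p 6.79e-04). Both were named after their values were seen. Neither stayed called when a cluster of 42 cells, 27 of them from 1 inhibitor-treated animal, was left out.

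Other classes were compared in the same way to ask which of them changed. Choroid plexus-like cells had 214 genes called higher and 48 lower of 4641 tested (223764 to 780516 UMIs per animal). The changes of the called genes ran from -1.50 to 3.66 on the log2 scale. Frrs1 had the largest with 3.66 (adjusted p 0.0199), at 23.0 CPM without and 1.23 CPM with inhibitors, followed by Brix1 with 2.52 (adjusted p 2.52e-03) and Pcsk2 with 2.32 (adjusted p 8.75e-03). Folr1 rose from 314 ± 7.82 to 652 ± 97.4 CPM (SD, n = 2 each), a log2 fold change of 1.04 (adjusted p 7.76e-07), and 1500015O10Rik by 0.95 (adjusted p 4.13e-04). The alternative that moved these counts most was DESeq2, with 66 genes higher and 9 lower, and all 75 were also edgeR calls.

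In oligodendrocyte-like cells 14 genes were called higher and 2 lower of 6511, led by Fos with a log2 fold change of 5.66 (adjusted p 1.72e-05), Junb with 3.29 (adjusted p 8.51e-05) and Hba-a1 with 1.91 (adjusted p 8.41e-03). Macrophage/monocyte-like cells had 6 higher and 0 lower of 971 genes, with 60 at an unadjusted p under 0.05. There, Dusp1 had 0 UMIs in both animals with inhibitors and 820 ± 255 CPM (SD, n = 2) without, at least 26.2-fold higher (adjusted p 8.17e-03). Fos followed with 6.01 and Jun with 3.33, each with an adjusted p of 0.012. In mural-like cells 4 genes were higher and 3 lower of 4544, with Fos at 3.66 (adjusted p 5.85e-11), Smad6 at -1.56 (adjusted p 0.0324) and Junb at 1.40 (adjusted p 0.0201) the largest changes. Astrocyte-like cells had 3 higher and 1 lower of 8332: Hba-a1 (1.67), Hbb-bs (1.66) and Hba-a2 (1.13), and Mbp lower by a log2 value of -0.66. Endothelial-like cells had 2 higher and 1 lower of 8275, which were Hbb-bt (2.45), Nr1d1 (1.15) and Mbp (-0.60). Haemoglobin genes mark erythrocytes and Mbp marks oligodendrocytes, so these genes belong to other cell types than the classes they were called in. Hba-a1 and Hba-a2 are near-identical copies, so the split of their UMIs is uncertain. Neuron-like cells had 1 gene higher and 0 lower of 3288, with 98 at an unadjusted p under 0.05; it was Penk, with a log2 fold change of 3.19 (adjusted p 7.62e-03). Ependymal-like cells had 0 called genes of 4149, and 169 had an unadjusted p under 0.05.

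**Figure D2:**
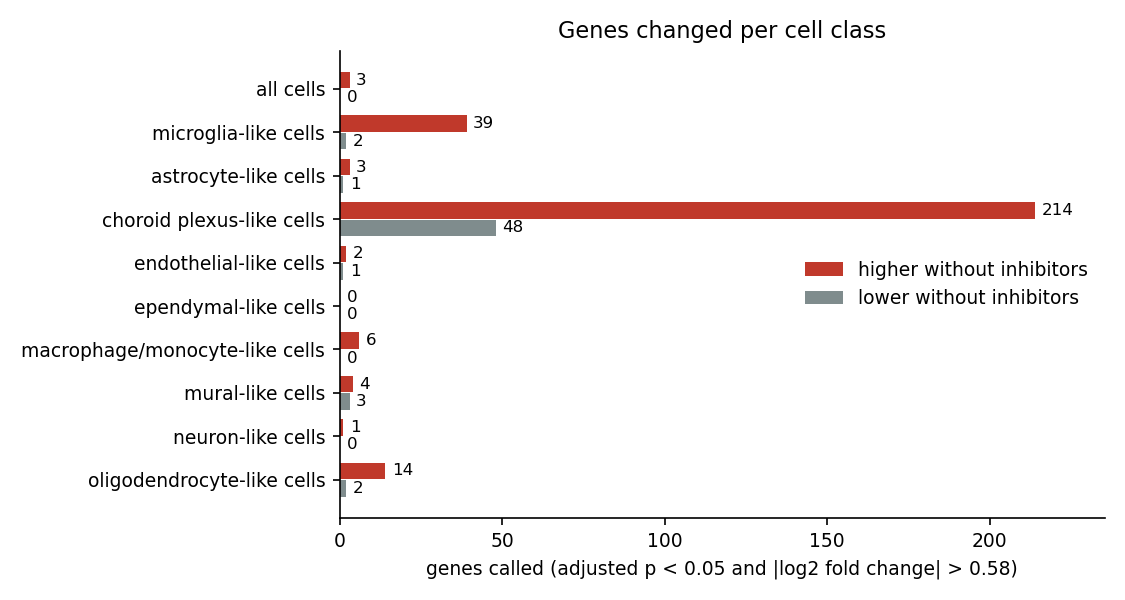
Genes called by edgeR in sums over all cells and over each class, as counts on the x axis, with separate bars for genes higher and lower without inhibitors (2 animals per group). Choroid plexus-like cells had 214 higher and 48 lower, and microglia-like cells 39 higher and 2 lower.

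The consensus list of activation genes was then compared across classes. In microglia-like cells all 24 tested genes were higher without inhibitors, with a median log2 fold change of 2.44 (adjusted p 1.44e-246 by camera). Of these, 16 were called over all genes tested and 22 when adjusted over the list alone. The alternative that moved the median most, with all animals kept, was a prior count of 2, which gave 2.37. With 1 animal left out at a time, as differences of mean log2 CPM in place of edgeR, it lay between 2.23 and 2.61. Macrophage/monocyte-like cells had a median of 2.48 over 13 tested genes, 12 of them higher (adjusted p 2.14e-19), with 5 called either way. The median was the same with the gene at 0 UMIs set to its bound. Over its alternatives with all animals kept this median ran from 1.77 to 2.54, and with 1 animal left out from 1.922 to 2.715. In all cells the median was 0.90 over 25 genes, 24 of them higher (adjusted p 1.68e-69), with 2 called over all genes and 14 adjusted over the list alone. Oligodendrocyte-like cells had a median of 0.67 over 11 genes, 10 of them higher (adjusted p 7.22e-20), with 4 called and 6 adjusted over the list alone. In the other classes the medians were 0.21 in ependymal-like (8 of 13 higher), 0.05 in astrocyte-like (6 of 11), 0.0025 in mural-like (7 of 14), -0.06 in neuron-like (3 of 7), -0.13 in endothelial-like (3 of 14) and -0.42 in choroid plexus-like cells (2 of 6). By camera the ependymal-like (adjusted p 6.12e-04), mural-like (9.66e-04), endothelial-like (0.0405) and choroid plexus-like values (0.0148) also passed 0.05. Under fry, which estimates the correlation, the calls held in microglia-like (adjusted p 0.0425), macrophage/monocyte-like (0.0107) and oligodendrocyte-like cells (0.0107). They did not hold in all cells (0.0573) or in the remaining classes.

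The summed consensus-list UMIs of all cells differed between the groups by 1565 CPM, scaled here by total UMIs alone. Of this difference, the microglia-like cells carried 105%, macrophage/monocyte-like cells 7.98%, choroid plexus-like cells 5.74% and endothelial-like cells -22.2%. These parts also depend on how many of all UMIs a class gave. In choroid plexus-like cells the list took 0.207% of the class's UMIs without and 0.289% with inhibitors. The positive part of this class therefore reflects its larger share of all UMIs without inhibitors. The list that the study chose on these libraries had a median log2 fold change of 2.04 in all cells, with 19 of 19 genes higher, and 2.85 in microglia-like cells, with 17 of 17 higher. Adjusted over the list alone, 19 genes were called in all cells and 16 in microglia-like cells, against 3 and 13 over all genes tested. The identity genes had a median of 0.06 in all cells (14 of 18 higher, adjusted p 0.384 by camera). In microglia-like cells it was 0.10 with 16 of 18 higher, at an adjusted p of 0.0364 by camera and 0.695 by fry. In both, 0 identity genes were called over all genes tested and 0 adjusted over the list alone, while 1 in all cells and 3 in microglia-like cells had an unadjusted p under 0.05.

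The difference in effect between microglia-like cells and each other class was tested directly. The median difference of the consensus list was between 1.44 and 2.48 against 7 classes, all past an adjusted p of 0.05 by camera. Under fry, 6 of these held, and the astrocyte-like cells had an adjusted p of 0.0574. Against macrophage/monocyte-like cells the median difference was 0.01 (adjusted p 0.342 by camera and 0.220 by fry), and 12 of 24 genes were larger in microglia-like cells.

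Expression per cell was compared at a common depth. At 1000 UMIs per cell, microglia-like cells held 9.67 ± 2.67 UMIs of the consensus genes without and 2.40 ± 0.282 with inhibitors (mean over cells, SD over animals, n = 2 each). The median cell held 4 against 2. Macrophage/monocyte-like cells held 8.72 ± 1.54 against 2.20 ± 0.748, and oligodendrocyte-like cells 3.97 ± 0.0574 against 3.10 ± 0.163. Differences in ependymal-like (8.69 ± 1.52 against 7.49 ± 0.162), mural-like (4.46 ± 1.23 against 3.48 ± 0.225), endothelial-like (5.41 ± 1.17 against 5.98 ± 0.0562), neuron-like (2.07 ± 0.0975 against 1.76 ± 0.248) and astrocyte-like cells (1.26 ± 0.206 against 1.19 ± 0.00406) were within or near the spread between animals. Choroid plexus-like cells held fewer without inhibitors, 2.27 ± 0.370 against 2.98 ± 0.391.

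**Figure D3:**
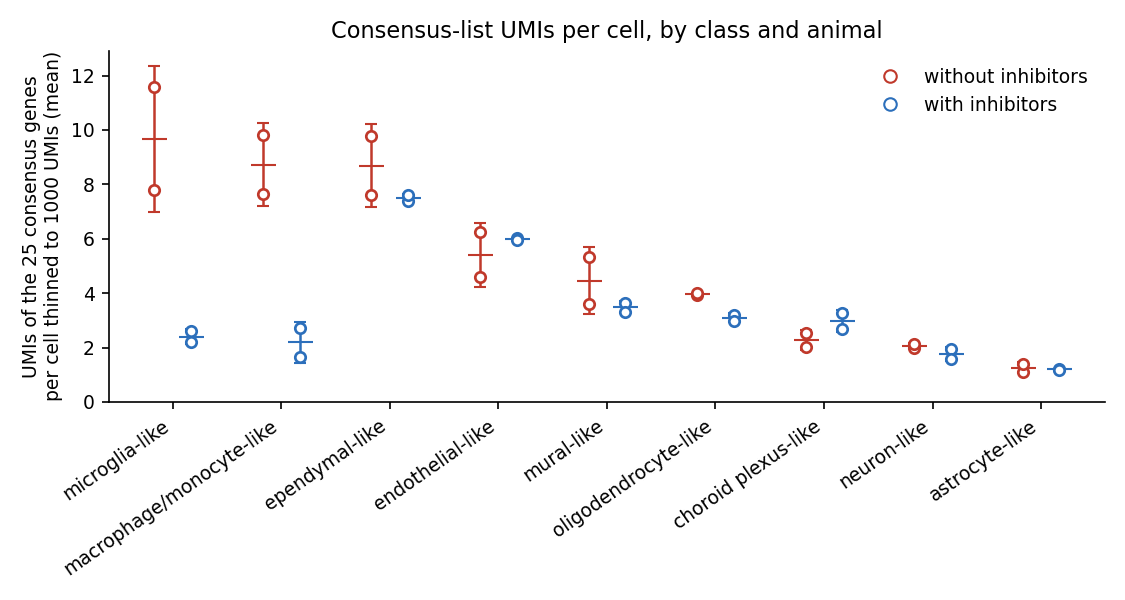
UMIs of the 25 consensus genes per cell thinned to 1000 UMIs, on the y axis, by class and group, with points for the means of single animals, horizontal lines for their mean and error bars for the SD (n = 2 per group). Microglia-like cells held 9.67 without and 2.40 with inhibitors.

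To ask how many cells of a class carried the difference, cells above the 99th percentile of the inhibitor-treated cells of their class were counted. They were 33.3% ± 7.82 of microglia-like cells without inhibitors and 0.756% ± 0.320 with inhibitors (SD, n = 2 each), from 251 of 646 and 204 of 734 cells against 6 of 611 and 4 of 756. Too shallow for the common depth were 207 microglia-like cells without and 282 with inhibitors. In macrophage/monocyte-like cells the shares were 31.5% ± 5.20 and 1.72% ± 2.44, from 13 of 37 and 10 of 36 cells without inhibitors. Mural-like cells had 8.28% ± 4.73 without inhibitors, neuron-like cells 5.95% ± 1.34, oligodendrocyte-like cells 5.44% ± 0.582 and ependymal-like cells 3.64% ± 0.995. The neuron-like share rests on 2 of 40 and 2 of 29 cells, since 99 cells without and 69 with inhibitors were too shallow, and the ependymal-like share on 1 of 34 and 2 of 46 cells. Astrocyte-like cells had 1.75% ± 0.421 and endothelial-like cells 1.06% ± 1.18. Choroid plexus-like cells had 0.675% ± 0.0926. In these 7 classes the inhibitor-treated animals had means from 0.575% to 1.61%. The microglia-like value stayed between 28.4% and 40.3% under every other percentile, depth or list tried.

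**Figure D4:**
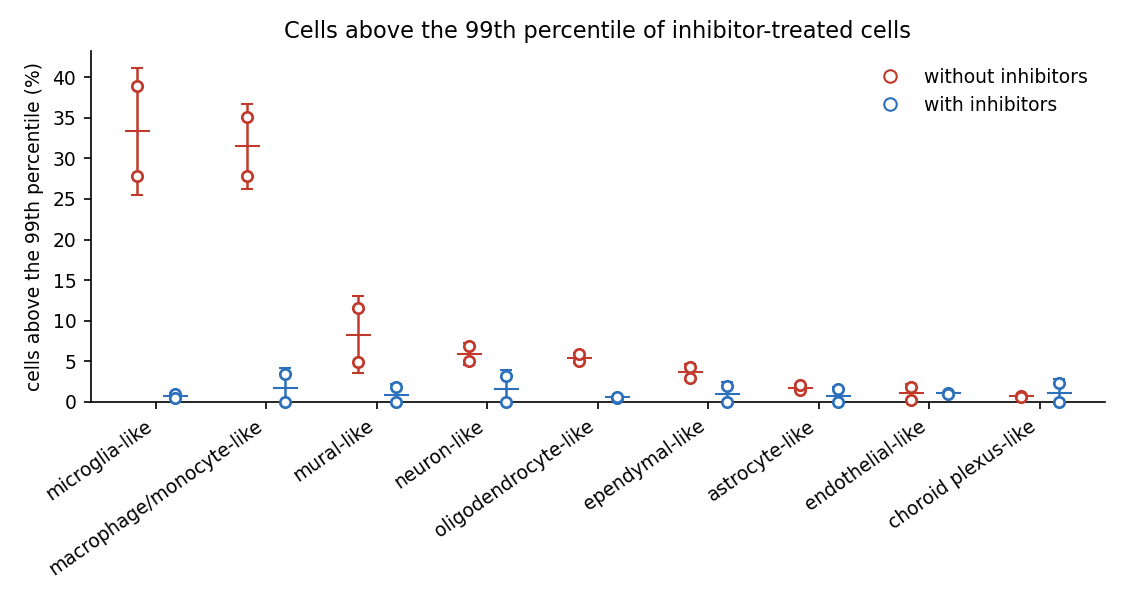
Percentage of cells above the 99th percentile of the inhibitor-treated cells of the same class, on the y axis, with points for animals, horizontal lines for group means and error bars for the SD (n = 2 per group). Microglia-like cells reached 33.3% and macrophage/monocyte-like cells 31.5% without inhibitors.

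Mixing of the groups was measured to ask which classes separated by inhibitor. Of a cell's nearest neighbours from other animals, 33.3% come from the animal of the same group by chance. The share was 39.5% ± 3.33 (SD over 4 animals) in microglia-like, 40.8% ± 4.68 in oligodendrocyte-like and 43.1% ± 5.98 in choroid plexus-like cells. It was between 32.4% and 34.5% in the other 6 classes. With 10 neighbours it was 36.7% ± 1.51 in macrophage/monocyte-like cells, of which only 33 per animal were used, and 48.3% ± 7.22 in choroid plexus-like cells. The remaining 5 of these 6 classes lay between 32.2% and 34.1%. Without the activation genes the share in microglia-like cells was 34.3%, while that in oligodendrocyte-like and choroid plexus-like cells stayed at 40.1% and 43.0%. Only 3 ways to pair 4 animals exist, so no p-value was computed.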

Values the study reported

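After quality control, 10,166 cells remained in the study, which placed them in 16 broad clusters and had n = 2 animals in each group. From counts added up per replicate, it named 18 genes as higher and none as lower where the inhibitors were absent. Group proportions were reported to differ for microglial clusters alone (FDR < 0.003). The study split microglia into a cluster almost wholly from brains digested without inhibitors and another cluster. Its test is therefore not that of the pooled microglia-like class here, whose clustering left out the activation lists.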

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

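The test of free microglial RNA on 5 genes was chosen only after its result was seen, while the others printed here were written down before their result, though with the pattern in view for the thinning test of class totals. Each result here stands out because the change with inhibitors differed between microglia-like cells and another class by a test of the difference itself.

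The consensus list rose more in microglia-like cells than in 7 other classes. The median difference of log2 fold changes was 1.52 against astrocyte-like (22 of 24 genes larger in microglia-like cells; adjusted p 8.52e-13 by camera in edgeR), 1.76 against choroid plexus-like (21 of 24; 2.2e-06), 2.48 against endothelial-like (21 of 24; 2.56e-24) and 2.19 against ependymal-like cells (23 of 24; 2.77e-12). It was 2.13 against mural-like (20 of 23; 5.54e-14), 1.44 against neuron-like (17 of 23; 1.85e-08) and 2.29 against oligodendrocyte-like cells (21 of 24; 1.15e-09). Under fry the adjusted p was between 0.0295 and 0.0459 for 6 of these classes and 0.0574 for the astrocyte-like cells. Without genes whose difference was not estimable, the medians were 1.65 for choroid plexus-like, 2.27 for ependymal-like, 2.12 for mural-like and 2.32 for oligodendrocyte-like cells. Many of the 24 genes had few UMIs outside microglia-like cells, which limits how far single genes can be read. The list was also chosen because its genes rise in sorted microglia, so a larger rise in microglia-like cells is partly built into it.

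Single genes differed as well, where a larger or smaller change means a higher or lower log2 fold change in microglia-like cells, whatever its sign. Larger changes in microglia-like cells were called for 14 genes against astrocyte-like, 25 against choroid plexus-like, 34 against endothelial-like, 7 against ependymal-like, 3 against macrophage/monocyte-like, 14 against mural-like, 7 against neuron-like and 17 against oligodendrocyte-like cells. Smaller changes were called for 1 gene against astrocyte-like, 64 against choroid plexus-like, 1 against endothelial-like, 3 against macrophage/monocyte-like, 4 against mural-like and 2 against oligodendrocyte-like cells. The 64 fall in the class that itself had 262 called genes.

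The lower count totals of the other classes were tested as the source of the larger rise. Thinned to the totals of each class in turn, the microglia-like median stayed at or above 2.35 for all classes other than macrophage/monocyte-like cells, against class medians of at most 0.67. This argues against depth of the sums as the whole cause. A difference in depth per cell was argued against too, since microglia-like cells thinned to 1 depth held 4.03 times as many list UMIs without inhibitors as with them. A few extreme cells as the whole cause were argued against by the median cell, with 4 list UMIs without and 2 with inhibitors at 1 depth.

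The smaller rises in other classes raise the opposite question, whether they may come from free microglial RNA in the droplets. The rise of the list over that allowed by microglial marker RNA was 15.5 in oligodendrocyte-like and 8.06 in macrophage/monocyte-like cells, which argues against free RNA as the whole cause there. In astrocyte-like cells the ratio was 0.624, so free RNA could account for all of the small rise. Over the whole list, free RNA and a response of the cells cannot be told apart in ependymal-like cells with a ratio of 21.9, mural-like cells with 5.50 and neuron-like cells with 1.60, because of the spread between animals or a ratio close to what free RNA allows. In ependymal-like cells the list took 0.927% ± 0.227 of UMIs without and 0.794% ± 0.0364 with inhibitors, a rise within the spread. In mural-like cells it took 0.416% ± 0.0278 and 0.382% ± 0.00195, which did not overlap, but at 1 depth the values of 4.46 ± 1.23 and 3.48 ± 0.225 UMIs per 1000 did. In neuron-like cells the ratio was under 2. For Fos, Jun, Junb, Zfp36 and Dusp1 summed, the ratio was 13.5 in mural-like cells, with 962 ± 156 CPM without and 568 ± 27.2 with inhibitors (SD, n = 2 each). It was 5.74 in ependymal-like cells, with 321 ± 22.2 and 165 ± 16.7 CPM. The 5 genes were chosen after the result was seen, and they did not rise alike. In mural-like cells the log2 fold changes were 3.66 for Fos and 1.40 for Junb, but 0.10 for Jun, 0.28 for Zfp36 and -0.082 for Dusp1. In ependymal-like cells they were 4.94 for Fos and 1.41 for Dusp1, but 0.11 for Jun. The sum therefore cannot decide on free microglial RNA for these genes as a set in either class. In neuron-like cells the ratio was 1.49 and the values were 348 ± 296 and 237 ± 10.3 CPM, so the same question stays open there. A limit on this ratio of over 2 and beyond the spread between animals was set with the values in view, and it was made stricter later, which moved the ependymal-like cells to undecided.

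A stronger response of microglia-like cells in the genes of this list, shared by macrophage/monocyte-like cells, remains open as a hypothesis. It was not seen for all genes, since against choroid plexus-like cells 64 had a lower and 25 a higher log2 fold change. These counts follow the direction of the difference, so they do not rank how strongly the classes responded. Differences in how fast cell types die or lose RNA during digestion, and UMIs shared between near-identical genes, were not tested.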

How the results depend on the processing

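Added after the data had been seen were the alternatives that left out the deepest choroid plexus-like cluster, thinned the choroid plexus-like cells, left out the microglia-like cluster led by Lpl or crossed the replicate numbers. Over all 179 results and 1217 alternatives, 99 results were the same under every alternative run. Among named genes and measures of cell quality per class, 582 values were the same. A further 50 values of named genes were newly called, 31 lost their call and 10 reversed. In the comparisons themselves, with all animals kept, 281 values were the same, 90 moved, 8 reversed and 1 lost its call.

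In all cells, higher and lower genes were 142 and 34 without a filter on low counts, 66 and 3 with the replicate block and 28 and 1 at equal class makeup. Higher genes were 39 with DESeq2, 11 under the stricter filter and 8 without doublet removal. All 3 edgeR calls were among the calls of each of these, while the fit on all deposited barcodes shared 2. In simulated data of this depth edgeR called 85.0% of the changed genes. Those were better counted genes with large changes and modelled noise, so this share does not measure how many real changes were found. For these shifts the cause was not tested.

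In microglia-like cells the number of higher genes stayed between 29 and 49. Lower genes were 0 with DESeq2 or without the Lpl cluster, 1 with the lists kept in clustering, and 5 without the filter or with the replicate block. DESeq2 shared 25 of its 29 calls with the 41 of edgeR. In choroid plexus-like cells higher and lower genes were 66 and 9 with DESeq2, which kept only 1788 genes after its own filter, and 67 and 16 when thinned, where 1564 were tested. Lower genes were 26 with the deepest cluster left out or without the filter, and 77 with the replicate block.

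In the smaller comparisons, DESeq2 gave 0 and 0 in endothelial-like, 2 and 0 in mural-like and 4 and 0 in oligodendrocyte-like cells, and 0 lower in astrocyte-like cells, as did clustering at resolution 2 or with the lists kept. RLE gave 0 lower in endothelial-like cells. Without the filter the higher and lower genes were 5 and 4 in endothelial-like, 1 and 1 in ependymal-like, 3 and 1 in neuron-like and 22 and 5 in oligodendrocyte-like cells, with 10 higher in macrophage/monocyte-like cells. Without doublet removal they were 8 and 0 in oligodendrocyte-like cells, with 0 higher in neuron-like and 1 lower in macrophage/monocyte-like and in mural-like cells. The stricter filter gave 0 and 0 in endothelial-like, 7 and 0 in oligodendrocyte-like, 1 higher in ependymal-like, 0 higher in neuron-like, 8 higher in mural-like and 1 lower in macrophage/monocyte-like cells. With the lists kept in clustering macrophage/monocyte-like cells had 10 and 8, and mural-like cells had 1 lower at resolution 2. In the fits with 0 genes in a direction, unadjusted p under 0.05 were found for 283 to 939 genes in all cells, 97 in microglia-like, 24 to 431 in astrocyte-like, 52 to 472 in endothelial-like, 11 to 170 in ependymal-like, 24 to 403 in macrophage/monocyte-like, 35 in mural-like, 14 to 103 in neuron-like and 88 to 622 in oligodendrocyte-like cells. The cause was not tested.

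The titles number the replicates 1 and 2 in each group, and the labels do not say that the numbers pair animals. As a replicate block they gave 69 calls in place of 3 in all cells. Higher and lower genes were 10 and 4 in endothelial-like, 5 and 1 in ependymal-like, 12 and 1 in macrophage/monocyte-like, 1 and 1 in mural-like and 2 and 1 in neuron-like cells. The deviations of animals with the same number correlated across genes with only 0.0742 in all cells, and genes are not independent replicates. Olfactory ensheathing-like cells were found in replicate 1 of both groups alone, with 29 and 32 cells. Whether the numbers stand for shared handling stays open, and the block changed the counts. With crossed numbers neuron-like cells had 1 higher and 0 lower.

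The share of same-group neighbours in microglia-like cells fell to 34.3% when the activation lists were left out, as this alternative removes the genes that differ. At the 95th percentile, which more cells pass by construction, the shares of cells above it were 4.97% in astrocyte-like, 3.62% in choroid plexus-like, 4.53% in endothelial-like, 13.8% in ependymal-like, 8.92% in neuron-like and 12.8% in oligodendrocyte-like cells. With the list chosen on these libraries they were 0.641% in astrocyte-like, 3.51% in choroid plexus-like, 1.09% in ependymal-like, 38.3% in macrophage/monocyte-like, 1.25% in neuron-like and 3.72% in oligodendrocyte-like cells. Not thinned, they were 0.258% in choroid plexus-like, 11.7% in ependymal-like, 37.1% in macrophage/monocyte-like, 1.74% in neuron-like and 8.86% in oligodendrocyte-like cells. At 500 UMIs they were 0.928% in astrocyte-like, 0.333% in choroid plexus-like, 0% in ependymal-like, 1.35% in mural-like, 2.66% in neuron-like and 3.46% in oligodendrocyte-like cells. For the list and depth settings the cause was not tested.

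Reversed directions were found for small effects, and none of the genes or shares among them was called under any setting run. Dusp1 in mural-like cells was 0.035 without doublet removal and 0.13 under the stricter filter. Egr1 in neuron-like cells was -0.057 and -0.025 without doublet removal and without the low-count filter. Jun in ependymal-like cells was -0.13 and Zfp36 in endothelial-like cells 0.039 under the stricter filter. Junb in neuron-like cells was -0.024 with DESeq2, -0.037 without doublet removal, -0.021 without the low-count filter and -0.20 with the replicate block. The difference in share of macrophage/monocyte-like cells became -0.375 percentage points with the lists kept, -0.087 without doublet removal and -0.107 under the stricter filter, and that of microglia-like cells 3.87 under the stricter filter. For neural progenitor-like cells it was -0.0234 at resolution 2 and with the lists kept. The consensus median in mural-like cells was -0.022 with the lists kept and -0.0012 with the replicate block. In endothelial-like cells it kept its sign, at -0.13 in the main fit and -0.15 without doublet removal. There it was no longer past the threshold (unadjusted p 0.301 by camera, from 9.07e-03 to 0.301 over its alternatives). The cause was not tested.

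With an animal left out, effects were taken as differences of mean log2 CPM and not from edgeR. No value with all animals was computed this way, so a shift from the edgeR value may also come from the method. Over the 4 animals left out in turn, the consensus median ran from -0.12 to 0.13 in astrocyte-like and -0.31 to 0.041 in endothelial-like cells. It ran from 0.14 to 0.38 in ependymal-like, -0.085 to 0.18 in mural-like and -0.18 to 0.15 in neuron-like cells. The sign differed from that of the edgeR median in several of these settings. Without replicate 2 of the animals without inhibitors it did so in astrocyte-like (-0.12), endothelial-like (0.041) and neuron-like cells (0.15). Without replicate 1 of that group it did so in mural-like cells (-0.085). The sign also differed without either inhibitor-treated animal in astrocyte-like cells (-0.078 and -0.013) and without replicate 1 of these in neuron-like cells (0.037). In oligodendrocyte-like cells the median ran from 0.36 to 0.93. The median differences of effect ran from 1.18 to 2.00 against astrocyte-like, 1.74 to 2.33 against choroid plexus-like, 2.03 to 2.38 against endothelial-like and 1.86 to 2.80 against ependymal-like cells. They ran from 0.077 to 0.51 against macrophage/monocyte-like, 1.74 to 2.45 against mural-like, 1.90 to 2.04 against neuron-like and 1.87 to 2.33 against oligodendrocyte-like cells. The edgeR values of 2.48 against endothelial-like, 1.44 against neuron-like and 0.013 against macrophage/monocyte-like cells lay outside these ranges. Those against the other classes lay within them. Shares above the percentile ran from 0.493% to 2.04% in astrocyte-like, 0.305% to 1.35% in choroid plexus-like, 2.94% to 4.73% in ependymal-like, 4.94% to 11.6% in mural-like, 0.23% to 1.89% in endothelial-like, 5.0% to 8.92% in neuron-like and 5.03% to 7.65% in oligodendrocyte-like cells, and from 27.8% to 38.9% in microglia-like cells.

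Depth limits the smaller classes. Sums of macrophage/monocyte-like cells held 63405 to 94666 UMIs per animal, so 971 genes were tested there against 8738 in microglia-like cells, and changes of weakly expressed genes in that class were not detectable at this depth. Between TMM and RLE the median gene of a class moved by at most 0.012 on the log2 scale. Some calls moved with it: RLE gave 18 higher and 3 lower in oligodendrocyte-like and 268 calls in place of 262 in choroid plexus-like cells, besides the endothelial-like call named above. No leave-one-out count of called genes is given, since such a fit leaves 1 animal in a group.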

Other observations

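The tests of haemoglobin RNA, of Mbp and of ribosomal values per animal were chosen only after their result was seen. The other tests were written down before their result, but from the test of deep choroid plexus-like cells on they were prompted by patterns already seen in these data.

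Folr1 and 1500015O10Rik are markers of choroid plexus on the list chosen from these libraries. Choroid plexus-like cells gave 13.9% and 12.9% of UMIs without inhibitors and 8.85% and 4.31% with them. Folr1 stayed higher within choroid plexus-like cells alone, with a log2 fold change of 1.04 against 1.54 in all cells, which argues against the makeup of the libraries as the whole cause. At equal class makeup Folr1 lost 0.87 of its log2 fold change in all cells, 1500015O10Rik lost 0.66 and the median of the fixed choroid plexus markers lost 0.85, so part of the all-cell difference is consistent with a larger share of RNA from this class. Why the class gave more RNA without inhibitors was not tested.

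Within choroid plexus-like cells, a cluster of 33 very deep cells (median 12625 UMIs, against 1963 in the rest) held 22.4% and 27.3% of the class's UMIs without inhibitors and 9.43% and 12.3% with them. With this cluster left out, 155 of the 262 genes stayed called and 248 of the 249 still tested kept their direction. With each cell thinned, 68 of 183 still tested stayed called and 182 kept their direction. This argues against the deep cells as the whole cause of the calls. After thinning, 41.4% ± 5.52 (SD over 4 animals) of neighbours in this class came from the animal of the same group, against 29.5% ± 7.25 and 29.2% ± 8.42 for the other pairings. In oligodendrocyte-like cells the share was 36.3% ± 2.67, down from 39.7% ± 5.40, against 31.9% ± 3.01 and 31.7% ± 2.73. In both classes an effect of depth on the neighbours and a difference between the groups cannot be told apart, because the spreads of the pairings overlap after thinning.

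H2-Ab1 and Lpl were lower without inhibitors in microglia-like cells. A cluster of 42 microglia-like cells led by Lpl came with 2, 6, 7 and 27 cells from the libraries without inhibitors 1 and 2 and with inhibitors 1 and 2. With it left out, Lpl had an adjusted p of 0.982 in edgeR and H2-Ab1 no longer had enough UMIs to be tested, 11 without and 20 with inhibitors, so this small cluster, mostly of 1 animal, is a candidate source of both calls.

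Summed haemoglobin CPM were higher without inhibitors in 9 of 9 tested classes by group means, and in 8 of 9 both animals lay above both others, mural-like cells being the exception. Values that do not overlap in either direction have a chance of 33.3% in a class, and the classes share the same 4 libraries. The median log2 ratio over classes was 1.70 with the 1% of cells richest in haemoglobin left out, so free RNA from erythrocyte-like cells may be the source. There were 20 and 33 such cells in the libraries without and 5 and 13 in those with inhibitors. Whether perfusion or the cocktail caused this was not tested.

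Mbp was lower without inhibitors in all 8 classes other than oligodendrocyte-like cells, by log2 values from -1.08 to -0.60, and was called in 4 of them. Of 22 values of other oligodendrocyte markers in these classes 13 were lower, with a median of -0.062. Free RNA from oligodendrocyte-like cells may account for Mbp, but a loss of Mbp alone cannot be told apart from it, because the other markers went both ways. In oligodendrocyte-like cells Mbp changed by -0.16.

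In neuron-like cells the deviations of animals with the same replicate number correlated across genes with -0.160. The crossed replicate numbers as a replicate block gave 1 called gene and the numbers as labelled gave 3. Of a cell's neighbours, 36.4% ± 1.24 (SD over 4 animals) came from the animal with the crossed number and 31.3% ± 2.99 from that with the same number. Crossed numbers and chance cannot be told apart, because these values point in different directions and the counts of calls are small.

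Ribosomal protein genes were lower without inhibitors in choroid plexus-like cells under each scaling tried, with a median of -0.35 (82 of 84 lower), also -0.35 with RLE scaling. Malat1, an RNA of the nucleus, was higher by a log2 value of 1.78 (adjusted p 5.97e-16). In other tested classes the ribosomal medians lay between -0.11 and 0.04. More droplets with cytosolic and little nuclear RNA among inhibitor-treated cells may be the source. At 1 depth, however, the ribosomal median was still -0.22 (49 of 73 lower) among cells with a Malat1 UMI, beyond the 0.1 set in advance, and -0.28 (71 of 77 lower) among cells without one. Per animal, the median ribosomal deviation from the mean of the 4 animals was -0.11 ± 0.056 without and 0.13 ± 0.074 with inhibitors (SD, n = 2 each) among the former cells, and -0.16 ± 0.095 and 0.14 ± 0.038 among the latter. This argues against such droplets as the whole cause of the ribosomal difference only if a Malat1 UMI marks a droplet with nuclear RNA in this class. Because 1 Malat1 UMI can also be free RNA, the split may not separate the droplets in this way. With the deepest cluster left out the ribosomal median was -0.29 (79 of 82 lower). Malat1 was then still higher by 1.33 (adjusted p 3.07e-05), although 21.9% ± 2.24 of cells without and 21.7% ± 2.61 with inhibitors had a Malat1 UMI at 1 depth. For Malat1 itself such droplets and a response of the cells cannot be told apart, because 1 Malat1 UMI can be free RNA and only 10 cells outside that cluster had at least 5.

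At 1000 UMIs, 26.6% of 516 choroid plexus-like cells had a Malat1 UMI, with a mean of 1.14 UMIs per cell, whereas in the other 13 classes 93% to 99.9% had one and the means lay between 30.1 and 146. The share was 28.9% ± 2.18 without and 23.4% ± 2.65 with inhibitors (SD, n = 2 each). Ttr took 27.5% of the UMIs of the class, and with Ttr left out 29.2% had a Malat1 UMI, which argues against Ttr as the source. Droplets with cell parts that lack the nucleus may be the source. In the deepest cluster 97.0% had a Malat1 UMI, at 7.18 per cell, and outside it 21.7%. Erythrocyte-like cells, meant as the control without nuclei, had one in 97.1%, so the control was not free of Malat1, and parts without nuclei and low Malat1 in whole cells cannot be told apart.

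Olfactory ensheathing-like cells were found in replicate 1 of each group only, with 29 cells without and 32 with inhibitors, while 0 were detected among the 2738 and 2796 kept cells of the replicates 2. Genes were not compared within this class, and its share did not differ (limma adjusted p 0.949). Its cells are part of the sums over all cells, with 1.35% of UMIs without and 1.99% with inhibitors in the replicates 1. With the activation lists kept in the clustering, a microglia-like cluster of 479 cells formed, with 246 and 208 cells without and 13 and 12 with inhibitors. Its size is not a result, since the genes that changed define it.

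In sums over all cells edgeR called 3 genes higher without inhibitors. The study reported a larger number of such genes with another tool. With that tool, DESeq2, 39 were called here, more than the study named, so the tool alone does not account for the difference. Clustering gave 29 clusters here. The study described fewer and broader ones.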
